# Heterogeneous fates of simultaneously-born neurons in the cortical ventricular zone

**DOI:** 10.1038/s41598-022-09740-6

**Published:** 2022-04-11

**Authors:** Elia Magrinelli, Natalia Baumann, Robin Jan Wagener, Christelle Glangetas, Camilla Bellone, Denis Jabaudon, Esther Klingler

**Keywords:** Cell fate and cell lineage, Cell type diversity, Neural progenitors, Neuronal development, Developmental neurogenesis, Lamination

## Abstract

Neocortical excitatory neurons belong to diverse cell types, which can be distinguished by their dates of birth, laminar location, connectivity, and molecular identities. During embryogenesis, apical progenitors (APs) located in the ventricular zone first give birth to deep-layer neurons, and next to superficial-layer neurons. While the overall sequential construction of neocortical layers is well-established, whether APs produce multiple neuron types at single time points of corticogenesis is unknown. To address this question, here we used FlashTag to fate-map simultaneously-born (*i.e.* isochronic) cohorts of AP daughter neurons at successive stages of corticogenesis. We reveal that early in corticogenesis, isochronic neurons differentiate into heterogeneous laminar, hodological and molecular cell types. Later on, instead, simultaneously-born neurons have more homogeneous fates. Using single-cell gene expression analyses, we identify an early postmitotic surge in the molecular heterogeneity of nascent neurons during which some early-born neurons initiate and partially execute late-born neuron transcriptional programs. Together, these findings suggest that as corticogenesis unfolds, mechanisms allowing increased homogeneity in neuronal output are progressively implemented, resulting in progressively more predictable neuronal identities.

## Introduction

The neocortex is a six-layered structure containing a large diversity of neuronal cell types, which can be defined by the combination of their birth date, laminar position, connectivity, electrophysiology, and molecular identity^1–3^. Glutamatergic cortical neurons can be divided into two main classes of cells based on their laminar position: deep-layer (DL) neurons (*i.e.* neurons which are located in layer (L)6 and L5), predominantly subcortically-projecting and of which about 20 transcriptionally distinct subtypes have been described, and superficial layer (SL) neurons (L4 and L2/3), predominantly intracortically-projecting, of which about 5 transcriptional subtypes have been described^4–7^. These neurons are born from progenitors located in dorsal germinal zones below the developing neocortex, from where they migrate radially to their final laminar position and differentiate. During corticogenesis, DL neurons are born early (*i.e.* between embryonic days (E) 11.5 and E13.5), while SL neurons are born later (*i.e.* between E14.5 and E16.5), in a so-called “inside-out” process of neuronal production^8–11^. Of note, these neurons can be born either directly from apical progenitors (APs) located in the ventricular zone, or indirectly via basal progenitors (BPs), which are transit-amplifying cells located in the juxtaposed subventricular zone, and whose number increases as corticogenesis proceeds^5,6^.

While the overall sequential generation of DL and SL neurons is well established, our understanding of the temporal dynamics of this process is still partial: at a given time point in corticogenesis, are single neuronal subtypes produced, or is there heterogeneity within successive generations of isochronic daughter neurons? In particular, given that in mice a roughly equal amount of time is devoted to the generation of DL and SL neurons (3–4 days) despite a seemingly broader diversity of molecular subtypes of DL neurons^2,7^, could distinct subtypes be simultaneously produced early in corticogenesis? This question has been difficult to address using traditional birth dating approaches such as thymidine analog pulse-labeling, since this method labels progenitors over the several hours of duration of the S phase and is not selective for APs vs. BPs^12,13^. This lack of temporal precisions is an obstacle to link date of birth with final fate. To circumvent these limitations, we recently developed the FlashTag (FT) fate-mapping approach, which labels M-phase APs and their nascent progeny with a temporal resolution of about 2 hours (h)^13,14^. Using FT, here, we reveal a dynamic regulation in the diversity of neurons that are simultaneously produced by APs at single time points of development. At early stages of corticogenesis, as DL neurons are being generated, we reveal a broad heterogeneity in the final identities of simultaneously-born neurons, as assessed by a variety of laminar, connectivity and molecular features. Later in corticogenesis, instead, APs give birth to neurons with more homogenous features that are tightly linked to their date of birth. Using single-cell gene expression analyses, we find that molecular heterogeneity across early AP-born isochronic neurons is already present within 24 h of birth, revealing an early-onset diversification process. This initially large neuronal fate heterogeneity early in corticogenesis then narrows down as corticogenesis proceeds, suggesting the progressive implementation of mechanisms controlling the fidelity of neuronal differentiation.

## Methods

### Mice

All experiments were conducted in accordance with the Swiss laws and were approved by the Geneva Cantonal Veterinary Authorities and its ethics committee. The study was carried out in compliance with the ARRIVE guidelines. CD1 male and female mice from Charles River Laboratory were used. Matings were performed over a 3-h window, which was considered as time E0.

### In utero FlashTag injections

Pregnant mice were anesthetized by isoflurane at precise gestation time points and placed on a warm operating table. Small abdominal incisions were performed to expose uterine horns, and FlashTag was injected in the ventricles (see ref.^13^ for details). The double Flash Tag experiment in Fig. S2 was carried out injecting CFSE (carboxyfluorescein succinimidyl ester; CellTrace Life Technologies, #C34554) and CellTrace Violet (Life Technologies, #C34557). 414 nL of FlashTag was injected in the third ventricle at embryonic ages E11.5-E15.5, allowing for diffusion in lateral ventricles. For E16.5 embryos injections were performed directly in the lateral ventricle using 207 nL of FlashTag. At the end of the procedure, the uterine horns were reintroduced in the abdominal cavity and peritoneum and skin were independently sutured. Mice were kept on a heating pad until recovery from the anesthesia.

### Chronic BrdU delivery

Chronic BrdU delivery was performed using osmotic pumps loaded fully with 16 mg/mL BrdU in PBS. Three days 0.1 μL per hour (1003D Alzet) and 7 days 0.1 μL per hour (2001 Alzet) osmotic pumps were used to cover the necessary delivery period. Osmotic pumps were introduced in the peritoneal cavity while performing in utero injections.

### Retrograde labeling

Callosal and thalamic (ventroposterior medial nucleus, VPM) injections were performed using stereotaxic guided injection. Postnatal day (P)5 pups were anesthetized on ice. Heads were fixed in a Digital Lab Standard Stereotaxic Instrument (Stoelting 51,900). A small incision was performed on the top of the skull to visualize the bregma for stereotaxic references. For retrograde labeling, red Retrobeads (Lumafluor, Inc.) were loaded in a glass capillary mounted on a Nanoinjector (Nanoject II Auto-Nanoliter Injector, Drummond Scientific Company 3-000-204) and injected as 10 × 18 nL injections. S1 coordinates were (from bregma); X: + 1.1, Y: −0.9, Z: -0.9; VPM coordinates were X: + 1.2, Y: −0.9, Z: −2.5. Spinal cord injections were performed at P2 under ultrasound-guided injections using a Vevo 770 ultrasound backscatter microscopy system (Visual Sonics, Canada) as previously described^15^.

### Post mortem tissue collection

Embryonic tissue was collected by microdissection in ice-cold PBS. Embryonic brains were fixed in paraformaldehyde (PFA) 4% overnight at 4°C. Postnatal brains were extracted after intracardiac perfusion of PBS and PFA 4% under thiopental anesthesia and subsequently fixed overnight in PFA 4% at 4°C. Brain samples younger than E15.5 were embedded in 4% select-agar PBS and cut on a Leica vibrating microtome (Leica, #VT100S) in 50 μm-thick coronal free-floating slices. Brains older than E15.5 were equilibrated in sucrose 30% PBS, embedded in Optimal Cutting Temperature (OCT) medium (JUNG, Germany) and cut on a Leica cryostat into 60 μm coronal free-floating slices.

### Immunohistochemistry and imaging

All free-floating sections were washed three times 10 min in PBS, incubated one hour at room temperature in blocking solution (4% Bovine Albumin Serum, 0.2% Triton-X 100 in PBS) and then incubated overnight at 4°C with primary antibody diluted in the same blocking solution. Sections were then washed three times in PBS for 15 min and incubated 2 h with corresponding secondary antibodies diluted in blocking solution. After washing again 3 × 15 min with PBS, sections were mounted in Sigma Fluoromount (#F4680). For BrdU antibody staining, sections were denaturated before blocking by incubating them in 2 N HCl at 37°C for 40 min and washed three times in PBS 15 min before blocking. For all experiments using both anti-BrdU and anti-SATB2 primary antibodies, a first overnight primary antibody incubation with only rat anti-BrdU was performed and then, after washing 3 × 15 min in PBS, a second overnight primary overnight antibody incubation with all remaining antibodies was done. This was in order to prevent a cross-reaction between the anti-BrdU and mouse anti-SATB2 antibody.

For BrdU/Biocytin stained sections, all washings were performed three times 20 min in TBST (TrisBase 10 mM, NaCl 75 mM, 0.4% Triton-X, in mq H_2_O, pH 7.2). Sections were incubated with Streptavidin Alexa fluor 647 (Invitrogen, S21374) 1:500 for 48 h at 4°C in TBST and washed. Samples where then denaturated as described above before blocking in TBST 4% BSA, 0.2% Triton-X for 2 h at room temperature. Sections were then incubated with primary antibody in TBST 4% BSA, 0.2% Triton for 48 h at 4°C. Secondary antibody incubation and mounting were performed as previously indicated.

#### Antibodies

Rat anti-BrdU (1:250, Abcam, #AB6326), rat anti-CTIP2 (1:500, Abcam, #AB18465), rabbit anti-CTIP2 (1:500, Abcam, #AB28448), rabbit anti-CUX1 (1:500, Santa Cruz, #sc-13024), rabbit anti-FITC (1:2000, Abcam, #AB19491), goat anti-FITC (1:1000, Novus Biolab, #NB600-493), mouse anti-SATB2 (1:200, Abcam, #AB51502), rabbit anti-TBR1 (1:500, Abcam, #AB31940).

#### Imaging

Images were obtained using either a Nikon A1R spectral confocal mounted with either Plan-Apochromat 20x/0.8 WD = 0.55 M27 and Plan-APO 40x/1.4 Oil DIC (UV) VIS-IR objectives and ZEISS LSM 800 mounted with 20 × 0.5 CFI Plan Fluor WD:2.1 mm or 40 × 1.3 CFI Plan Fluor DIC WD:0.2 mm objectives for confocal acquisitions, from the University of Geneva bioimaging facility, while epifluorescence images were obtained on an Eclipse 90i Nikon epifluorescence microscope with a 10x, 0.44 micron/pixel objective.

### Image quantifications

Photomicrographs quantified in Figs. 1 and S1 were processed for cell detection on FT channel using MetaXpress software (v.5.1.0.41, Molecular Devices). Detected cells properties (x and y position, FT and BrdU intensities and size) were extracted using a custom Matlab script. Colocalization tests were automatically performed with same threshold for all images. FT^+^ BrdU^-^ cells were filtered for FT intensity (> median value) and BrdU intensity (< 20% of all cells) for each section. High FT signal thresholding allows to select for FT^+^ BrdU^-^ neurons, justifying the use of top 10% FT signal as a way to detect directly born neurons without chronic BrdU (Fig. S1). Radial position was measured by manual determination of the coordinates of pial surface and subplate lower border. To compare radial position across animals, the thickness of the cortex was normalized across animals, as was the thickness of the cortical plate for samples of brains before P7. In Fig. 1c, hierarchical clustering was performed with Euclidean distance calculation using centered radial positions data. A two-sample Welch test was performed between E11.5-, E12.5-, and E13.5-injected brains against E14.5-, E15.5-, and E16.5-injected ones. Normalized density distribution was performed with radial position normalized to the mean per pup. All other image quantifications were performed using standard Fiji functionalities. Radial position was measured by recording coordinates of manually counted cells. Colocalization tests were performed by manual analysis of confocal images. The Kolgorov-Smirnov test in Fig. S2 was performed between E13.5, E13.5 + 6 h (a), E15.5-P7 and E15.5 + 6 h cells (b). In Fig. 2c, the standard deviation of radial position of E13.5- and E15.5-born cells was used to perform linear interpolation over time of collection. All data analysis scripts were custom-prepared in R. *Packages used:* ggplot2, reshape2, stringr, stringi, plyr, XML, SpatialTools, matrixStats.

### Cell collection for single-cell RNA sequencing Patchseq

300 μm-thick coronal slices containing somatosensory barrel cortex were prepared following the experimental embryonic injections described in the text. Slices were kept in artificial cerebrospinal fluid (aCSF) containing 119 mM NaCl, 2.5 mM KCl, 1.3 mM MgCl_2_, 2.5 mM CaCl_2_, 1.0 mM NaH_2_PO_4_, 26.2 mM NaHCO_3_ and 11 mM glucose, bubbled with 95% O_2_ and 5% CO_2_. Slices were maintained 30 min in bath at 32 °C and then at room temperature. The whole-cell voltage-clamp recording technique was used (30–32°C, 2–3 mL min^−1^, submerged slices) to measure the holding currents and Ih current of FT^+^ E13.5-born neurons. The internal solution contained 140 mM KCH_3_O_3_S, 4 mM NaCl, 2 mM MgCl_2_, 0.2 mM EGTA, 10 mM HEPES, 3 mM Na_2_ATP, 5 mM sodium creatine phosphate, 0.33 mM GTP and 1 µL of 1 U/mL of RNase inhibitor (Takara). Currents were amplified, filtered at 5 kHz and digitized at 20 kHz. Low pipette resistance was used (4–3 MΩ) to facilitate aspiration. Once in whole-cell configuration, a gradual depression was applied in the pipette to aspirate the intracellular content. After visually confirming the aspiration, the pipette tip was slowly retracted, and subsequently broken into a PCR RNase free Eppendorf containing 8 μL of lysis buffer from the SMART-Seq v4 3′ DE Kit and stored at − 80°C until further processing.

### Validation of Patchseq targeted cells as E13.5-born neurons

E13.5 FT injected cells were selected for Patchseq based on FT brightness as seen from freshly cut slices at the patching set-up. To validate the ability of targeting neurons born directly from APs at E13.5 for Patchseq, a preliminary experiment was performed: as described in Fig. 1, E13.5 embryos were injected with FT and chronically provided with chronic BrdU delivery until birth. At P7, fresh cortical slides were cut and FT cells targeted for patching. These cells were filled with biocytin (0.5%) and subsequently immunostained for biocytin and BrdU as described above (Fig. S3). For this experiment, the internal solution contained 140 mM K-Gluconate, 2 mM MgCl_2_, 5 mM KCl, 0.2 mM EGTA, 10 mM HEPES, 4 mM Na_2_ATP, 0.3 mM Na_3_GTP and 10 mM Creatine-Phosphate and 0.5% biocytin.

### Single-cell RNA sequencing

cDNA library preparation and sequencing were performed as described in ref.^16^. cDNA synthesis and preamplification were done following SMART-Seq v4 3’ DE Kit manufacturer’s instructions (Takara) and single-cell RNA-sequencing libraries were prepared using Nextera XT DNA library prep kit (Illumina). According to the manufacturer’s recommendations, libraries were multiplexed with up to 12 samples per library and sequenced using 100 single end reads using the HiSeq4000 platform (Illumina), with a predicted depth of 3.5 M reads per single cell. 

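The 49 cells were sequenced in 5 library pools, which held 12, 9, 9, 9 and 10 cells. The authors' deposited values are RPM, that is the reads of a gene scaled to the same total in every cell, and each value above 0 is a whole multiple of what 1 read is worth in its cell, so the reads behind each value were recovered. After division by that step, 100% of the values above 0 lay within 0.01 of a whole read. The recovered totals that the RPM values are relative to ranged from 209850 to 35342325 reads per cell, with a median of 1240101. The median was 9870201 reads in library pool 1, 1409643 in pool 2, 1400506 in pool 3, 1119611 in pool 4 and 814366 in pool 5. The mean over the 49 cells was 4.15 M reads, where the depth that the paper predicted was 3.5 M for each cell. It was 10.9 M in pool 1 and between 1.37 M and 2.95 M in the other pools, so only pool 1 exceeded 3.5 M on average. The recovered total was under 3.5 M in 34 cells. Sequenced reads that these totals leave out could not be counted, so the totals do not show whether the predicted depth was reached. The library pool accounted for 26.0% of the variance of log10 reads between cells and for 32.7% of the variance of the number of genes detected. A principal component analysis was run on log2(RPM + 1) of the 8980 genes with at least 100 reads in at least 2 cells. The pool accounted for 7.82% of the variance of the first component and for 28.9% of that of the second. Pools without influence would account for 8.33% on average, and 95% of 10000 random reassignments of the pools to the cells stayed below 19.1% for the first component and below 19.0% for the second. These percentiles describe the 49 cells and are not a test, since cells are not replicates. With a pseudocount of 0.1 in place of 1, the share for the second component was 66.5%, and with a pseudocount of 10 it was 11.9%. The first component shared 54.0% of its variance with log10 reads per cell, and the second 4.62%.

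**Figure D1:**
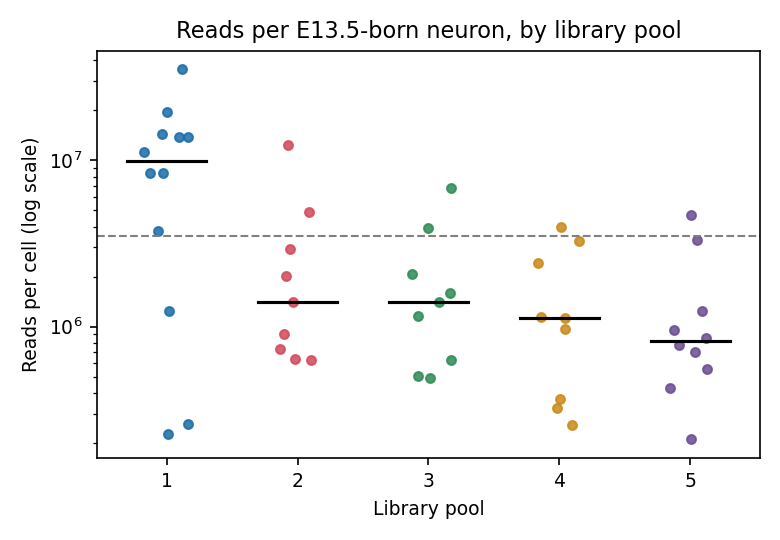
Reads per cell, recovered from the RPM values, on a log scale, for the 49 cells by library pool. Each point is 1 cell, black bars are the pool medians, from 9870201 reads in pool 1 to 814366 in pool 5, and the dashed line is the paper's predicted depth of 3.5 M reads.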

To limit batch effects, cells collected at different days and at different laminar positions were pooled in the same library. Sequenced reads were aligned to the mouse genome (GRCm38) using STAR aligner^17^. The number of reads per transcript was calculated with the open-source HTSeq Python library^18^. All analyses were computed on the Vital-It cluster administered by the Swiss Institute of Bioinformatics. All single-cell RNA capture and sequencing experiments were performed within the Genomics Core Facility of the University of Geneva.

### Single-cell RNA sequencing analysis

All bioinformatic analyses were performed using R programming language and Bioconductor packages.

#### Patchseq cell filtering

A total of 49 cells from 6 independent experiments were sequenced, recording the radial position of the cell based on the position of each cell between white-matter and pia (Fig. 3e). 

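Both quality measures were recomputed over the genes that the table lists, with a gene taken as detected from 1 read. The number of genes detected per cell ranged from 3302 to 8532, with a median of 6601. These numbers are lower bounds, since genes outside the table could not be counted. Reads on the 10 mitochondrial genes listed made up between 0.0972% and 9.81% of the reads of a cell, with a median of 1.19%. Accordingly, 0 cells had fewer than 2000 genes and 0 cells had more than 12% mitochondrial reads, and 49 of 49 cells passed both limits (100%, exact Clopper-Pearson 95% interval 92.7% to 100%, which covers counting error only). When at least 5 reads were required for a gene to be detected, 45 of 49 cells passed. The share of detected genes that were mitochondrial was at most 0.303%, so that reading of the limit also excluded 0 cells. When each cell was thinned to the lowest total of 209850 reads, the cell with the fewest genes still had 2996.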

Quality control filtered cell with < 2000 genes and > 12% mitochondrial genes, excluding none of the sequenced cells. Gene Expression was normalized to reads per million (RPM) and log_2_ transformed before use for analysis. 

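The deposited table holds the RPM values before the log2 step, for 9020 genes in each of the 49 cells. Each gene listed reached 100 RPM in at least 2 cells, so genes that did not reach this level are not analysed here. The listed genes summed to between 921682 and 985189 RPM per cell, which leaves between 1.48% and 7.83% of the reads of a cell, with a median of 3.18%, on genes that are not listed. One read was worth 0.0283 RPM in the cell with the most reads and 4.77 RPM in the cell with the fewest. The correlation of log2(RPM + 1) across the listed genes, which are not independent replicates, reached at most a Pearson's r of 0.66 between any 2 cells. Its median was 0.418 for cells of the same library pool and 0.383 for cells of different pools.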

*Packages used:* GenomicAlignments, rtracklayer, reshape2, robustbase, ggplot2, gplots, BiocParallel, grdExtra, dplyr, stats, ggfortify.

#### Radial expression pattern analysis (Fig. 3e)

The Patchseq dataset was plotted by recorded radial position of acquired cells in the y axis and the color gradient represents the expression log_2_ values normalized from minimum (white) to maximum (red) for each gene. 

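On the log2(RPM + 1) scale, with a pseudocount that the paper's text does not name, the minimum of Tbr1, Tle4, Ctip2 (Bcl11b in the table) and Cux1 was 0 reads, and every cell had at least 1 read of Id2. The maximum was 8.99 for Tbr1, 10.12 for Bcl11b, 10.11 for Tle4, 9.84 for Id2 and 9.65 for Cux1. When the range from 0 to the maximum was divided into 3 equal parts, 32 of 49 cells fell in the lowest part for Tbr1, 35 for Tle4, 29 for Bcl11b, 13 for Id2 and 22 for Cux1. The highest part held 8 cells for Tbr1, 6 for Tle4, 11 for Bcl11b, 23 for Id2 and 16 for Cux1. The recorded radial positions were not analysed here, since the sample labels and the table do not name them.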

*Packages used:* SingleCellExperiment, reshape2, ggplot2.

#### Molecular heterogeneity analysis (Fig. 4a,c)

2061 scRNA-seq cell FT labeled at E12, E13, E14, E15 from ref.^19^ were split in the three categories of collection time (AP, N1d and N4d). Raw counts were filtered for genes expressed with at least 100 counts in at least 2 samples, selecting APs and neurons only, as described in ref.^19^. Adult neurons from L2/3 and L4 (SL) and from L5 and L6 (DL) clusters defined in ref.^2^ were added. The analysis was performed as described in ref.^20^. In summary, for each condition, 80 cells were randomly selected, and the 80 most variable genes identified using the Seurat function “FindVariableFeatures” (“vst” method). Principal component analysis (PCA) was performed using these variable genes and the variance explained by the first PC (PC1) was calculated. These values obtained with the actual data were compared to values obtained after gene expression shuffling (randomly permuted data). The procedure was repeated with 100 random sets of 80 cells and the ratio between actual versus permuted variance explained by PC1 plotted. Statistical significance of AP, N1d and N4d samples for E12-E13 vs. E14-E15 was performed using Two-way RM ANOVA (AP: F (1, 2) = 0.83, *P* = 0.46; N1d: F (1, 2) = 38.3, *P* = 0.0251; N4d: F(1, 2) = 10.7, *P* = 0.081). Statistical significance of DL vs. SL adult samples was performed using Mann–Whitney two-tailed test (U = 1066; *P* < 0.0001). In Fig. 4c, the normalized expression (from 0 to 1 for each gene) of the top 50 variable genes identified both with E12- and E13-born neurons (total of 100 genes) was plotted. Common variable genes found with both E12- and E13- born neurons were removed, resulting in a total of 89 early variable genes. Statistical significance of gene normalized expression values for E12-E13 vs. E14-E15 was performed using two-way ANOVA (F (1, 196) = 93.27, *P* < 0.0001). Statistical analyses were performed using Prism 8 software. *Packages used:* Seurat^21^, ggplot2, reshape2, SingleCellExperiment.

#### Clustering analysis of 1 day-old neurons (Fig. 4b)

 Five subclusters in 1 day-old neurons from ref.^22^ were identified using Seurat functions “FindNeighbors” (using 2000 variable genes and dimensions from 1 to 15) followed by “FindClusters” (resolution = 1). *Packages used:* Seurat^21^, ggplot2, reshape2, SingleCellExperiment.

## Results

We used FT pulse-labeling to determine the fate of simultaneously-born (*i.e.* isochronic) neurons on sequential embryonic days (E) between E11.5 and E16.5 in the mouse primary somatosensory cortex. This period includes the time of generation of DL neurons (E11.5-E13.5) and SL neurons (E14.5-E16.5). FT^+^ neurons overwhelmingly correspond to directly AP-born daughter cells^13,14^; here, to obtain a better temporal resolution, in most experiments we combined this approach with the chronic delivery of BrdU via an intraperitoneal osmotic pump. Using this approach, neurons born directly from APs were identified as FT^+^BrdU^-^ cells (*i.e*. neurons which have not undergone intercurrent divisions following FT labelling) (Figs. 1a and S1)^13,14^.

**Figure 1:**
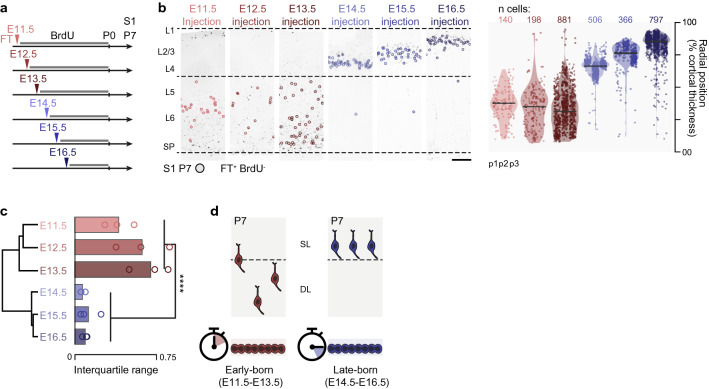
**Isochronic early AP-born neurons have diverse laminar fates.** (**a**) Schematic representation of the FlashTag (FT) labeling strategy. Arrowheads, FT pulse injection in the embryonic lateral ventricle. Black line, continuous BrdU delivery by osmotic pump. P7: collection day. (**b**) Left: Photomicrographs illustrating the results of FT pulse and chronic BrdU labeling (further details in Fig. S1). Circled: FT^+^BrdU^-^ (*i.e.* directly AP-born) neurons, which are studied here. Right: P7 laminar distribution of AP-born neurons at different embryonic ages. Horizontal bar: median. *n* = 3 pups/condition (p1, p2, p3). Scale bar: 200 µm. (**c**) Unsupervised hierarchical clustering of centered radial distribution of all experiments. Right: Mean-normalized interquartile range (Two-Way ANOVA on radial position standard deviation, by Early *vs*. Late (E11.5, E12.5, E13.5 *vs*. E14.5, E15.5, E16.5) time: *P* = 7.89e^-6^. Two sample Welch test Early *vs*. Late ****P = 0. 0,001,063). (**d**) Schematic summary of the findings. *DL* Deep layers; *E* Embryonic day; *L* Layer; *P* Postnatal day; *p*1, *p*2, *p*3 Pup number; *S*1 Primary somatosensory cortex; *SL* Superficial layers; *SP* Subplate.

**Figure 2:**
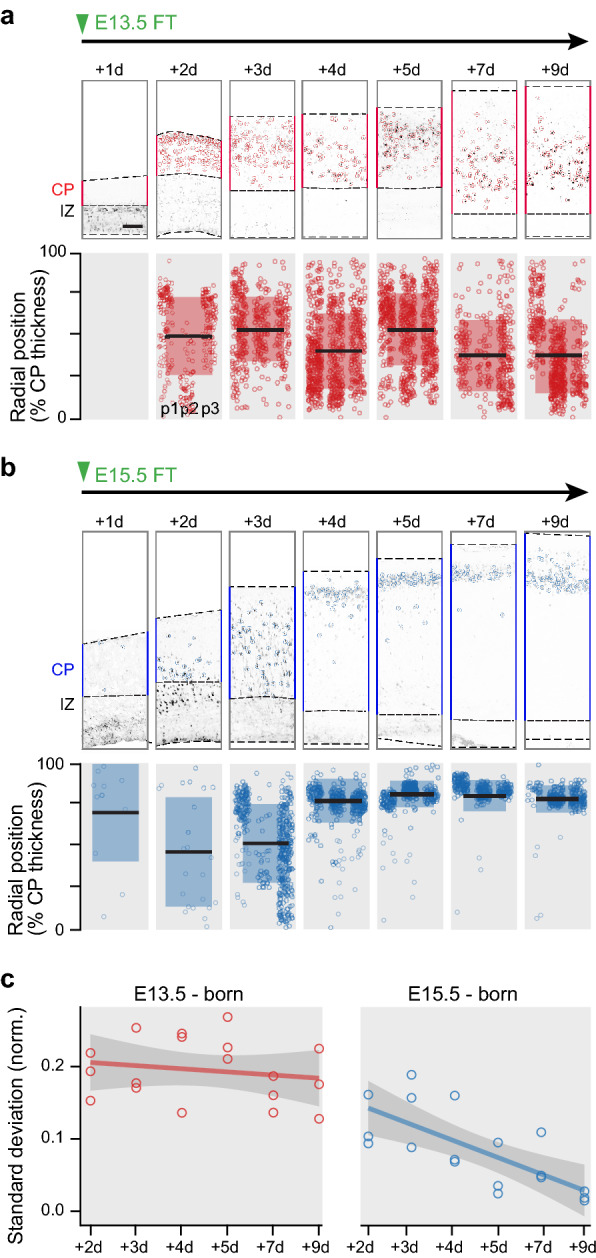
**Isochronic early AP-born neurons are radially dispersed as they invade the cortical plate. **(**a–b**) Position of isochronic E13.5-born (**a**) and E15.5-born (**b**) neurons from 1 to 9 days after FT injection (*n* = 3 pups/condition). Note the rapidly compact radial distribution of E15.5-born neurons compared to E13.5-born ones. Boxplots indicate mean and standard deviation of radial position. The radial position of cells in the CP was normalized by CP thickness at each embryonic age. (**c**) Summary of Standard Deviation of positions in the cortical plate for E13.5-born and E15.5-born neurons starting from the second day after injection. Lines indicate linear data integration, shades indicate 95% confidence interval. Scale bars: 50 µm (**a**, **b**). *CP* Cortical Plate; *d* day after injection; *E* Embryonic day; *FT* FlashTag; *IZ* Intermediate Zone; *p*1, *p*2, *p*3 Pup number.

**Figure 3:**
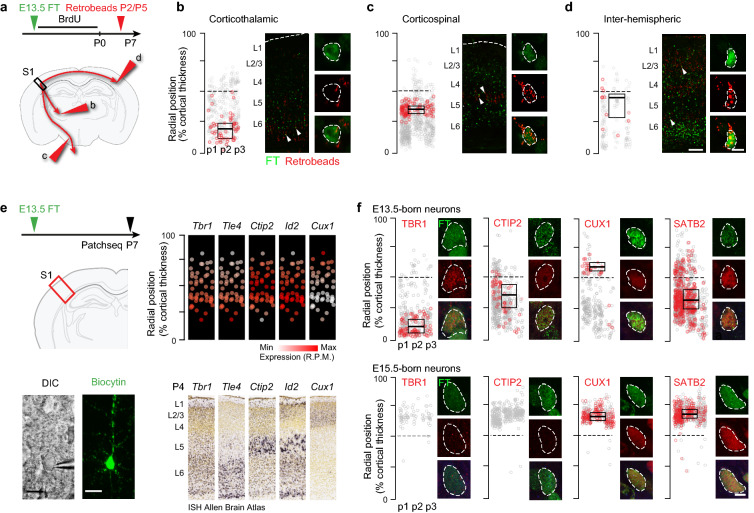
**Isochronic early AP-born neurons have diverse connectivities and molecular identities.** (**a**) Schematic representation of the retrograde labeling strategy for E13.5-born neurons. Large arrowheads refer to sites of injection in (**b**–**d**). (**b-d**) Radial position of retrogradely-labeled E13.5-born neurons (red circles). Gray circles indicate E13.5 isochronic neurons, red circles are retrogradely-labeled cells in this population. Boxplots indicate mean and standard deviation of radial position. (**e)** Left: Experimental approach used for single-cell Patchseq. Bottom left: DIC image of a FT^+^ neuron right before nuclear suction (pipette visible on the right); bottom right: same neuron following biocytin filling. Right: Isochronic neurons express appropriate lamina-enriched markers. Top: Insets plotting recorded laminar position (y axis) and expression (normalized RPM values, white to red color gradient) of the respective gene. Number of cells = 49. Bottom: Corresponding in situ hybridization image in S1 from Allen Brain Atlas, P4 database. (**f**) Expression of the layer-specific proteins TBR1, CTIP2, CUX1, and SATB2 by E13.5-born (top) and E15.5-born (bottom) neurons. The position of E13.5-born neurons matches the laminar locations of the expressed marker (n = 3 pups/condition). Neurons expressing a given marker are shown in red (negative neurons are in grey). Box plots indicate mean and Standard Deviation of the radial position of positive neurons. Scale bars: 200 µm (**b**–**d**, low magnification), 5 µm (**b**–**d**, high magnification), 4 µm (**f**), 10 µm (**e**). *DIC* Differential Interference Contrast; *E* Embryonic day; *FT* FlashTag, *L* Layer; *P* Postnatal day; *p*1, *p*2, *p*3 Pup number, *R.P.M.* Reads per million.

**Figure 4:**
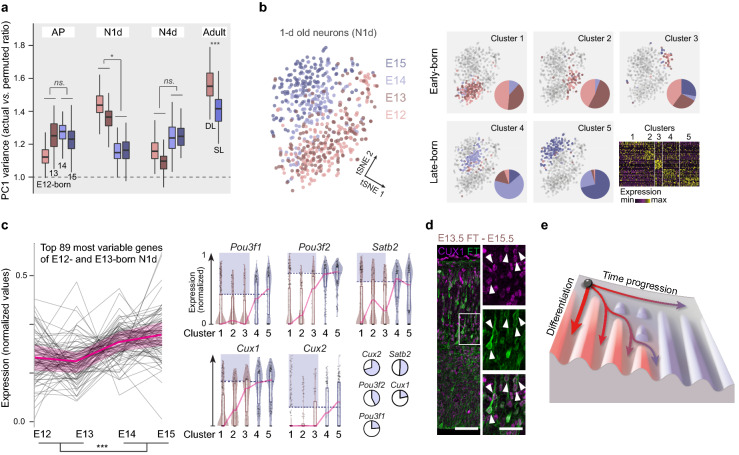
**Isochronic early AP-born neuron diversity emerges during differentiation. **(**a**) Heterogeneity of E12 to E15-born apical progenitors, 1 day(d)- and 4d-old neurons (N1d and N4d), and adult neurons from superficial and deep layers (from ref.^2,19^). Within-type heterogeneity is quantified by comparing variance explained by the first principal component (PC1) using top 80 variable genes in actual *vs.* randomly permuted data, when ratio = 1, the PC1 variance obtained with actual data is similar to that obtained with permuted data (*i.e*. similar to that obtained by chance—see Methods and ref.^20^; *n* = 80 cells per cross-validation, *n* = 100 cross-validations per condition, Two-way repeated measures ANOVA of E12-E13 *vs*. E14-E15, Mann–Whitney test of DL *vs*. SL). (**b**) Molecular clustering of 1d-old neurons. Left: tSNE plot. Right: Clusters with pie charts representing the distribution of cells per day of birth in each cluster. Color code indicates day of birth. Bottom right, heatmap of the top differentially expressed genes per cluster. (**c**) Left: Top 89 most variable genes at E12 and E13 normalized expression in 1d-old neurons born at E12, E13, E14 and E15. The most variable genes in early-born neurons display higher levels of expression in late-born neurons (Two-way ANOVA of E12-E13 *vs*. E14-E15 expression values). Right: Expression of late-born neuron markers in 1d-old neurons born at E12, E13, E14 and E15. A fraction of early-born neurons expresses late-born markers (highlighted in blue), as shown by the pie charts (bottom right). The expression threshold was established for each marker as the mean expression value for late-born cells in clusters 4 and 5 (dashed horizontal line). The pie charts represent only cells with expression > 0 RPM (to avoid bias due to drop-out events). (**d**) Micrographs showing E13.5-born 2d-old neurons (*i.e*. at E15.5) expressing CUX1 protein (white arrowheads). (**e**) Summary of the findings. Illustration is from L. Le Trung. Data are from refs^2,19^ (a–c). Scale bars: 30 µm (d, low mag), 15 µm (d, high mag). *AP* Apical Progenitor; *d* days after injection; *E* Embryonic day; *N* Neuron; *n.s.* not significant; *P < 0.05.

We first focused on the laminar fate of isochronic neurons by assessing their radial position at P7, once migration is complete (Figs. 1b and S1a). In addition to an overall inside-out lamination of neurons throughout corticogenesis, this approach revealed that neurons born at early stages of corticogenesis (E11.5-E13.5) distribute broadly within deep cortical layers as also reported using BrdU birthdating^23,24^, whereas at later stages (E14.5-E16.5) neurons were laminarly compact and their radial location closely corresponded to date of birth (Figs. 1b,c and S1a,c; L1 neurons, which are generated essentially at E11.5 and E12.5, were not included in these analyses). Unbiased cluster analysis of isochronic early and late AP-born neuron position confirmed the greater heterogeneity in radial position of early-born neurons and overall bimodal pattern of distributions (Fig. 1c). Thus, while date of birth accurately predicts the final laminar position of late-born neurons, this is not the case for early-born neurons (Fig. 1d), suggesting that date of birth is not a stringent determinant of laminar fate early in corticogenesis.

These data suggest that sequential generations of neurons born at a fixed interval may have overlapping laminar positions if born early, but distinct distributions if born late. To test this possibility, we labelled two sequentially-generated cohorts of neurons with two sequential pulses of distinct-colored FT administered at a 6-h interval in single embryos (Fig. S2). Supporting this hypothesis, when examined at P7, sequentially-born neurons had overlapping laminar distributions when born at E13.5 or E13.75 (Fig. S2a), whereas E15.5- and E15.75-born neurons had distinct laminar positions (Fig. S2b). Thus, during early corticogenesis, sequentially-born neurons have overlapping laminar fates, whereas later on, neurons with a similar birthdate interval have distinct laminar fates. Hence, date of birth more tightly determines the radial position of AP-born neurons as corticogenesis proceeds.

One explanation for the greater radial dispersion of early-born neurons could be that these neurons are initially laminarly compact, but are subsequently shuffled by the migration of successive incoming waves of later-born neurons. We thus examined when laminar heterogeneities first appear during differentiation of early-born neurons. For this purpose, we FT pulse-labelled neurons at either E13.5 or E15.5 and tracked the radial location of FT^+^ cells at 24-h intervals throughout corticogenesis (Fig. 2). We focused our analysis on cortical plate-located neurons to determine radial cortical location. E13.5-born neurons reached the cortical plate within 48 h of their birth, and their radial distribution was broad since the onset, *i.e.* we did not observe an increasing dispersion of these cells over time (Figs. 2a,c, S2c). E15.5-born neurons took 72 h to reach a now expanded cortex and instead progressively aligned to form a compact, homogeneous layer (Fig. 2b,c). Thus, the broad radial dispersion of early-born neurons is not secondary to the subsequent arrival of later-born neurons, but instead is the direct consequence of migration to a broader diversity of laminar targets.

We next assessed whether this laminar diversity was accompanied by a corresponding diversity in the axonal target specificity of isochronic AP-born neurons. For this purpose, we used retrograde labeling from distinct subcortical (thalamus and spinal cord) and intracortical (contralateral hemisphere) targets to assess the axonal projections of E13.5-born neurons (Fig. 3a). Depending on their laminar position, isochronic neurons had distinct projections: corticothalamic projection neurons were located in L6 (Fig. 3b), corticospinal projection neurons were confined to L5 (Fig. 3c) and contralaterally projecting neurons were in L2/3 and L5a (Fig. 3d). Thus, the laminar diversity of isochronic early AP-born neurons is accompanied by a corresponding diversity in their connectivity.

We next examined whether the laminarly diverse isochronic early-born neurons also showed a corresponding diversity in their molecular identity. For this purpose, we performed single-cell patch RNA sequencing (Patchseq) of 49 E13.5-born neurons at P7 while recording their radial position (Figs. 3e, S3). This approach revealed that the combinatorial expression of classical laminarly-enriched molecular markers was congruent with their radial position (Fig. 3e). 

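In Patchseq, the content of a single neuron is aspirated through the patch pipette and its RNA is sequenced. The data are 49 single neurons labelled with FlashTag (FT) at E13.5 and collected at P7 from the primary somatosensory cortex of the mouse. The cDNA was made with the SMART-Seq v4 kit for 3′ ends, without molecular identifiers, and sequenced as single-end reads of 100 bases. The authors aligned the reads to GRCm38 with STAR, counted them with HTSeq and normalized each cell to RPM. All cells belong to a single condition. The labels name a library pool for each cell but no animal, and they do not assign the cells to the 6 experiments of the paper, so the 49 cells count as 1 sample. No test between cells was therefore run and no p-value is given. Shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only and not the spread between animals. Within pool 1, the library pool with the most reads, the recovered total per cell lay between 225363 and 35342325 reads. It lay between 632018 and 12419177 reads in pool 2, between 493604 and 6867017 in pool 3, between 254182 and 3997036 in pool 4 and between 209850 and 4673179 in pool 5. In the median cell 1 read is worth 0.806 RPM, and a gene with 0 reads in a cell of few reads may be present below that level. To compare cells at 1 depth, reads were thinned at random to 358412 per cell, the 10th percentile of the totals, which kept 44 cells and left out 5.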

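Fig. 3e shows 5 markers, for which the numbers of cells with at least 1 read were counted. Tbr1 (chromosome 2, 61802930 to 61814114 in GRCm38, a protein-coding gene) had a read in 35 of 49 cells (71.4%, 95% interval 56.7% to 83.4%) and a median of 3.10 RPM over all cells. Tle4 (chromosome 19, 14448150 to 14598051) had a read in 29 cells (59.2%, 44.2% to 73.0%) and a median of 1.71 RPM. Ctip2, listed as Bcl11b (chromosome 12, 107910403 to 108003602), had a read in 33 cells (67.3%, 52.5% to 80.1%) and a median of 1.02 RPM. Id2 (chromosome 12, 25093799 to 25097140) had a read in all 49 cells (100%, 92.7% to 100%) and a median of 79.3 RPM. Cux1 (chromosome 5, 136248135 to 136567490), which overlaps other annotated genes, had a read in 42 cells (85.7%, 72.8% to 94.1%) and a median of 21.8 RPM. Single reads are not specific in this table, because C1qb, a microglial gene, also had a read in 38 of 49 cells (77.6%, 63.4% to 88.2%). The shares of Tbr1, Tle4 and Bcl11b do not exceed this level. They do exceed the shares of the other microglial genes counted, which were 32.7% for C1qa, 40.8% for Csf1r, 46.9% for P2ry12 and 55.1% for C1qc. Mbp, of the oligodendrocyte lineage, had a read in 87.8% of cells. The level of unspecific single reads thus differs between genes, and C1qb gives no common limit. Of the limits of 10 reads, 1 RPM and 10 RPM, the last moved the shares most. At 10 RPM, 16 cells (32.7%) had Tbr1, 13 (26.5%) Tle4, 20 (40.8%) Bcl11b, 36 (73.5%) Id2, 26 (53.1%) Cux1 and 11 cells C1qb. After thinning to 1 depth, a read remained in 47.7% of 44 cells for Tbr1 and for Bcl11b. The median of Bcl11b was 119 RPM among the 20 cells at or above 10 RPM. For each of the 10 pairs among these 5 genes, the number of cells with both genes was compared with the number expected if the genes were independent. Tbr1 and Cux1 were found together in 31 cells, against 30 expected. For Tbr1 and Bcl11b the numbers were 23 and 23.6, and for Tle4 and Bcl11b 22 and 19.5. Because Id2 had a read in every cell, the expected and observed numbers are equal for its 4 pairs by construction. Given the numbers of cells with each gene, the overlap could lie only between 28 and 35 cells for Tbr1 and Cux1, and between 13 and 29 for Tle4 and Bcl11b. At 10 RPM, Tbr1 and Bcl11b were found together in 5 cells against 6.53 expected, and Bcl11b and Cux1 in 8 against 10.6. The largest difference between the observed and the expected share was 5.04 percentage points at 1 read, for Tle4 and Bcl11b, and 5.33 at 10 RPM, for Bcl11b and Cux1. These numbers describe the 49 cells and are not a test of independence. The comparison with radial position was not analysed here. From the position of each cell and its markers in Fig. 3e, the paper states that the combinations of lamina-enriched markers were congruent with radial position.

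**Figure D2:**
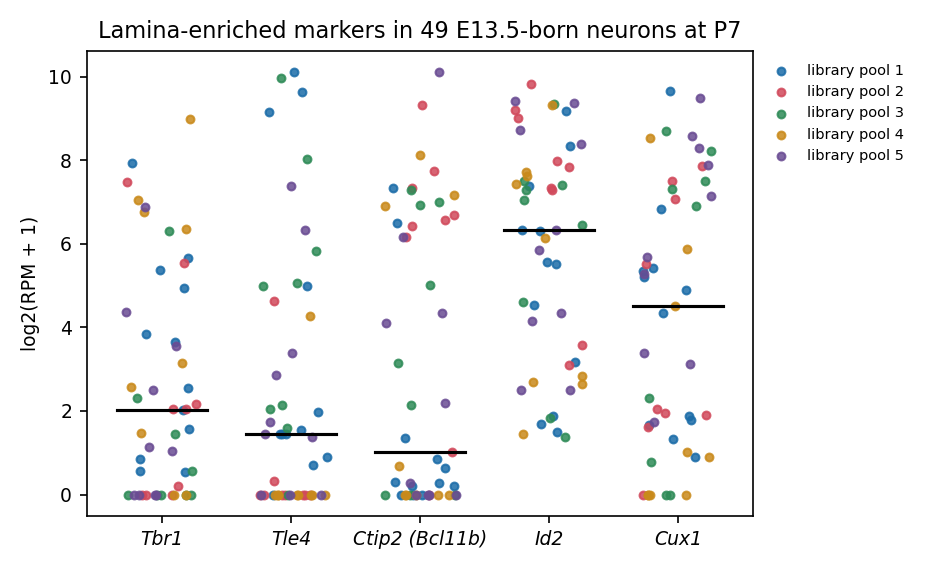
log2(RPM + 1) of the 5 markers of Fig. 3e in the 49 cells. Each point is 1 cell, coloured by library pool, with a random horizontal offset, and black bars are medians. Cells without a read lie at 0, and 14 cells lie there for Tbr1, 20 for Tle4, 16 for Bcl11b, 0 for Id2 and 7 for Cux1.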

Immunocytochemistry for select markers enriched in DL (TBR1, CTIP2) and SL (SATB2, CUX1)^15,22,25,26^ confirmed these results (Fig. 3f). Of note, while SATB2 is mostly expressed by SL neurons, it is also expressed in a fraction of DL neurons and this was also the case in E13.5-born neurons, as previously shown^27^. Hence, molecularly distinct types of neurons are simultaneously born during early corticogenesis.

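With a marker taken as present from 10 RPM, the 49 cells held 20 of the 32 possible combinations of Tbr1, Tle4, Bcl11b, Id2 and Cux1. The most frequent were Bcl11b with Id2 in 7 cells and Id2 with Cux1 in 6 cells. A further 8 combinations were held by 1 cell each, and 0 cells had all 5 markers. Most of the 7 cells with Bcl11b and Id2 had fewer than 2 of the excitatory neuron genes Slc17a7, Neurod2 and Neurod6 at 10 RPM. Some had at least 2 inhibitory neuron markers, or at least 2 markers of a glial class, at that limit. The combinations therefore do not by themselves mark types of excitatory neurons. Of the 49 cells, 19 had at least 1 of Tbr1, Tle4 and Bcl11b without Cux1, 10 had Cux1 without these, 16 had both and 4 had neither. With 1 read as the limit, the same cells held 13 combinations, 17 cells had all 5 markers and 41 cells had both Cux1 and at least 1 of the other 3. Over longer lists of markers, 23 cells (46.9%, exact 95% interval 32.5% to 61.7%) had at least 2 genes of corticothalamic layer 6 neurons at 10 RPM or more. For subcerebral layer 5 neurons there were 24 cells (49.0%, 34.4% to 63.7%). Under each list, some of the cells counted also had at least 2 inhibitory neuron markers at 10 RPM or more. Others had fewer than 2 of Slc17a7, Neurod2 and Neurod6 at that limit. The cell with 5288 RPM of Sst was counted under both lists, with these 3 excitatory genes under 10 RPM. A share of cells with such genes is thus not a share of projection neurons. Genes of both lists were present in 13 cells and of neither list in 15 cells. Genes of excitatory neurons were present in 35 cells (71.4%). These shares depend on the limit, and at 100 RPM they were 14.3% for layer 6, 22.4% for layer 5 and 42.9% for excitatory neurons. Graph-based clustering with Seurat at a resolution of 1 gave 2 clusters, of 26 and 23 cells. The median was 3968151 reads per cell in the first and 698972 in the second, and simulated cells without groups also gave 2 clusters, so the clusters were not named as cell types.

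**Figure D3:**
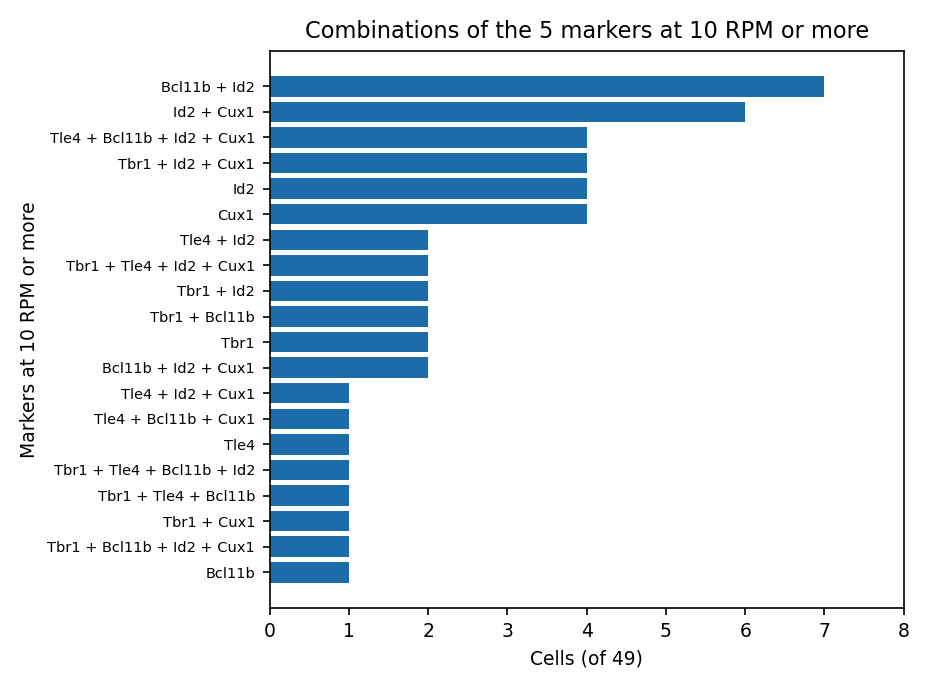
Number of cells, of 49, with each combination of the 5 markers at 10 RPM or more. Each bar is 1 combination, named by the markers at or above the limit, and the longest bar, Bcl11b with Id2, stands for 7 cells. The cells were not limited to those with genes of excitatory neurons.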

Finally, we investigated the transcriptional counterparts of fate heterogeneity in isochronic early-born neurons. Fate heterogeneity could either reflect a premitotic process, in which neuronal diversity reflects a corresponding diversity in progenitor types, or a postmitotic process, in which neurons emerge from shared progenitor pools but diversify as they differentiate in response to intrinsic or extrinsic cellular processes. To distinguish between these two possibilities, we examined molecular heterogeneity within isochronic cells. We took advantage of a single-cell RNA sequencing resource providing the molecular identities of FT-labelled APs, 1-day-old neurons and 4-day-old neurons born between E12 and E15, as well as adult mouse cortical neurons^2,19^. This approach revealed a transient increase in the molecular heterogeneity 24 h following neuronal birth. According to their diversity in laminar positions, molecular identities and axonal projections, DL adult neurons displayed a higher molecular heterogeneity than SL neurons. Of note, 4 days after their birth, early AP-born neurons showed a reduced heterogeneity, perhaps reflecting transient common programs taking place at this developmental stage, for example in response to shared environmental factors^19^ (Fig. 4a). One-day old early-born neurons clustered into 3 distinct molecular types, compared with only 2 types for later-born neurons. Each of the three early-born molecular types had a roughly equal proportion of E12- and E13-born neurons, while the two later-born molecular types mostly consisted of isochronic E14- and E15-born neurons, respectively (Fig. 4b). Amongst 1-day old early-born neurons, genes with the highest variability were genes which are normally expressed at higher levels in later-born neurons (Fig. 4c). Accordingly, while many early-born neurons did not express classical SL neuron markers, significant subsets of cells did, thereby contributing to early cell-to-cell transcriptional variability (Fig. 4c,d). Hence, SL neuron-like transcriptional programs are, at least partially, precociously executed in subsets of early-born neurons within hours of their birth, thereby likely increasing fate diversity early in corticogenesis (Fig. 4e).

## Discussion

Our findings reveal that early in corticogenesis, simultaneously produced neurons born from APs have heterogeneous fates, whereas later on, fate control becomes tighter and the final identity of isochronic AP-born neurons is more homogeneous. Hence, in the first half of corticogenesis, the correlation between date of birth and final neuronal identity is relatively loose, but then tightens as corticogenesis unfolds.

Simultaneous production of neurons with distinct laminar fates has been reported in species with large germinal zones and long neurogenic periods, such as primates^11,28,29^. Fate diversity in these cases may in part reflect the simultaneous production of neurons born from APs and BPs, which have distinct final identities^30,31^, since thymidine analog birthdating used in these studies undistinguishably labels all progenitor types^13^. In contrast, the FT birthdating approach used here (enhanced by mutually exclusive chronic BrdU birthdating) allows specific labeling of isochronic AP progenies^13^, hence revealing a functionally meaningful fate heterogeneity of AP-born neurons early in corticogenesis.

Homogenization of AP neuronal output as corticogenesis proceeds suggests a progressive implementation of mechanisms allowing increased fidelity in final neuronal output. Early-born APs are rapidly cycling cells^32–34^ with active epigenetic control programs^19,35^. Despite some level of increase in AP transcriptional heterogeneity across corticogenesis, early APs may display primed chromatin states and poised promoters^36,37^, allowing early-born neurons to differentiate across multiple (and even simultaneous) paths and to be refined postmitotically. Supporting this possibility, 1-day old neurons transiently co-express markers of DL and SL neurons^19,38,39^ and components of the polycomb complex 2 (PRC2), which acts to regulate access to transcriptional sites, are strongly expressed by early but not late APs^19^. Later in corticogenesis, the progressive implementation of epigenetic gatekeeping mechanisms may allow more robust transcriptional programs to consolidate, giving rise to more standardized, albeit less innately diverse, neuronal cell types^40,41^. Related to this, the significant increase in AP cell-cycle length during corticogenesis^32–34^ may allow more time to homogenize transcriptional output later in development since short cell-cycle length acts as a transcriptional filter for long transcripts, which may increase inter-cell variability^42^.

Fate-restricted progenitors have been proposed to contribute to the generation of DL *vs.* SL neurons^43–46^, yet subtype-specific cortical progenitors remain elusive, even using modern single-cell RNA sequencing approaches^47,48^. Our analysis identifies a higher variability in AP progenitor molecular identity later in corticogenesis, which may reflect less synchronous cell stages or a greater number of cells poised for the generation of intermediate progenitors later. Most strikingly, however, variability is highest in 24-h old neurons, suggesting that early postmitotic events could differentially contribute to fate heterogeneity in early-born neurons. Supporting this possibility, differentiating DL and SL neurons are exposed to distinct environments when migrating from their place of birth to their final laminar position, and they do so with different kinetics. For example, early in corticogenesis, transient interactions with subplate neurons critically inform neuronal differentiation^49,50^, which may contribute to fate diversification. Later in corticogenesis instead, migrating neurons undergo a prolonged stalling period in the subventricular zone before entering the cortical plate^49^. This may allow transcriptional programs to progress to a common stage in a stable and common environment, thereby temporally “buffering” final neuronal identities, which ultimately are less heterogeneous in late-born neurons. A role for environmental factors in cell fate acquisition is further supported by a potential non-cell autonomous role for laminar position in the acquisition of final identity^51^ as well as by the recently discovered role of the environment in setting neurogenic potential in APs^16^.

Fate diversity does not decrease linearly with time, but instead, neuronal fates abruptly converge as SL neurons are being produced. Superficial cortical layers are an evolutionary acquisition of mammals, yet intracortically-projecting (*i.e.* “SL-type”) neurons are already found in the non-mammalian paleocortex^3,52,53^. Deep-layer intracortically-projecting neurons in mammals may correspond to these cells and are molecularly related to their evolutionarily more recent SL counterparts^27^. Thus, superficial layers of the six-layered isocortex may have emerged by the stabilization of the transcriptional programs present in primordial (deep-layer) intracortically-projecting neurons or their precursors. Supporting this possibility, the most highly variable genes expressed by young AP-born DL neurons are SL neuron-type genes, which only become stably and broadly expressed later in corticogenesis. Thus, neuronal gene expression variability early in corticogenesis may reflect probabilistic fluctuations of emerging, unstable gene regulatory networks^54^ that are later stabilized within SL neurons by additional levels of transcriptional controls. Emergence of neuronal diversity in the neocortex appears to emerge largely from the temporal progression of pre-mitotic transcriptional programs in apical progenitors, rather than in fundamentally distinct postmitotic programs^19^. The data shown here suggest that the stringency of transmission of temporal transcriptional marks from APs to their progeny varies with time, with early-born neurons showing more variable outcomes than late-born ones.

In the “primordial” non-mammalian cortex, fate variability may have been selected over fate reliability due to the advantage of generating diverse neuronal cell types in a limited amount of time. In mammals, this strategy initially persists in early corticogenesis, yet at later stages relatively homogeneous pools of AP-born SL neurons are generated to be later diversified through postnatal, synaptic input-dependent processes^3^. Of note, SL neuron diversity may further be promoted through the increase of BP-derived neuron production during late corticogenesis^31^. The dynamic regulation over the generation of neuronal diversity identified here thus represents an evolutionary compromise to allow both reliable and diverse circuits to develop in expanding mammalian brains.

### Data availability

Patchseq data of E13.5-born P7 neurons: GEO accession number GSE191205.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Heterogeneous fates of simultaneously-born neurons in the cortical ventricular zone
**Source:** Sci Rep. 2022 Apr 11;12:6022. doi: 10.1038/s41598-022-09740-6
**Supplement:** Supplementary file 1 — Supplementary Information.

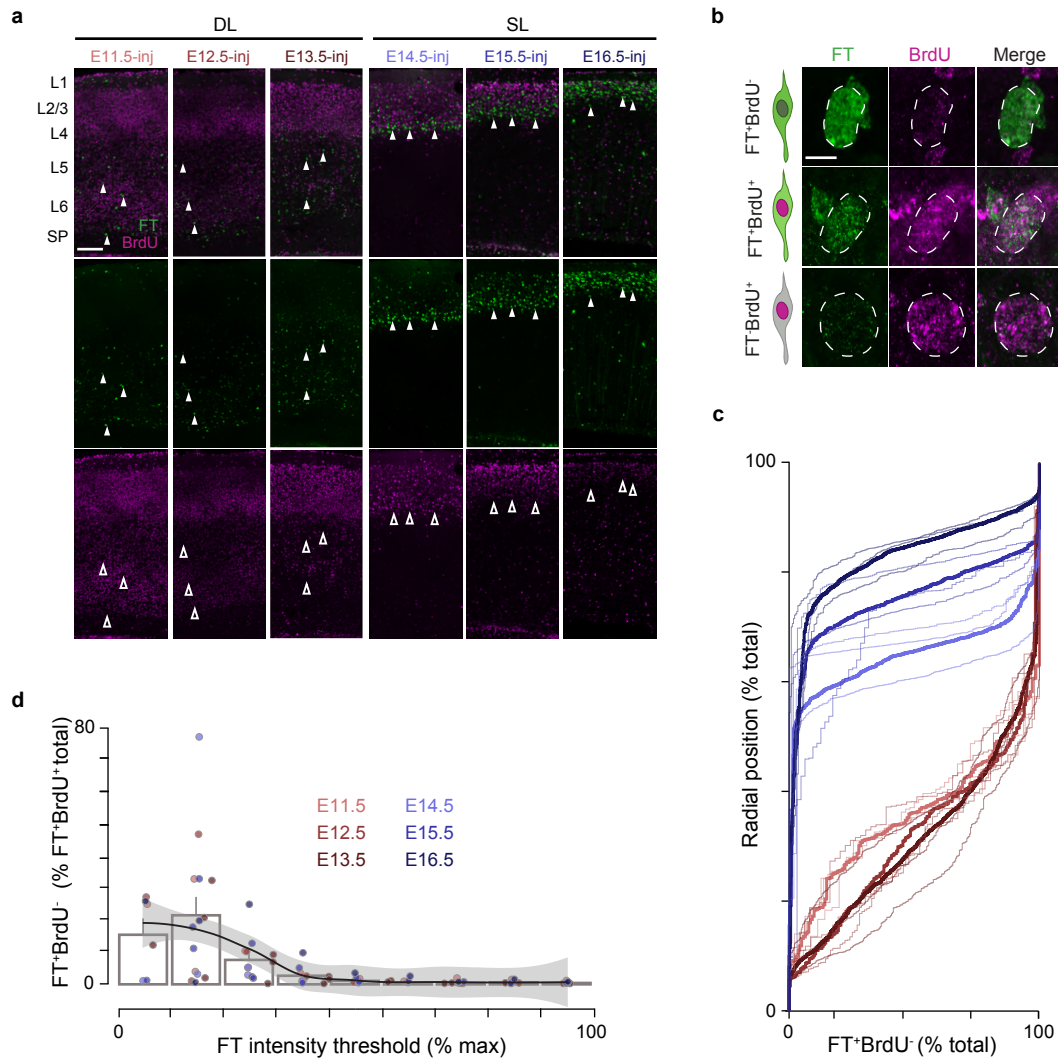

**Supplementary Figure 1. Laminar distribution of neurons born through direct neurogenesis.** (a) Immunostaining for FT and chronic BrdU injected from E11.5 to E16.5. (b) Single-cell magnification showing examples of FT+BrdU<sup>-</sup>, FT+BrdU<sup>+</sup> and FT-BrdU<sup>+</sup>. (c) Cumulative laminar distribution of FT+BrdU<sup>-</sup> cells by age of labeling. Thick line: average, thin line, individual pups. (d) High FT signal thresholding allows to select for FT+BrdU<sup>-</sup> neurons, justifying the use of top 10% FT signal as a way to detect directly born neurons without chronic BrdU. Columns displays mean, vertical line shows Standard deviation. Continuous line shows automatic chosen Loess interpolation model, grey shading shows 95% confidence interval. Scale bar: 120  $\mu$ m (a), 5  $\mu$ m (b). DL Deep layers; E embryonic day; FT FlashTag; L Layer; SL Superficial layers; SP Subplate.

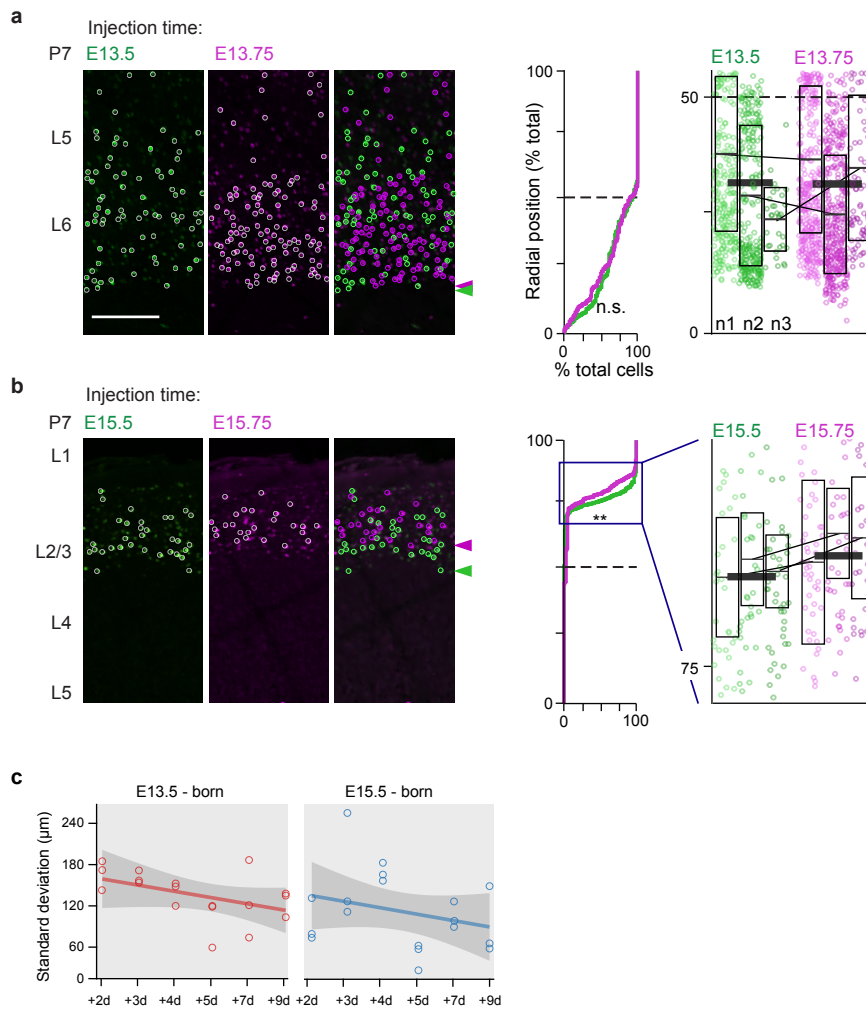

**Supplementary Figure 2. Closely sequentially-born neurons have overlapping distribution early but not late in corticogenesis.** (a) AP-born neurons at E13.5, and E13.5 + 6 h (E13.75) have overlapping laminar locations at P7 ( $P = 0.282$ , Kolmogorov-Smirnov test). (b) AP-born neurons born at E15.5, and E15.5 + 6 h (E15.75) have distinct laminar locations at P7 (\*\*  $P = 0.008$ , Kolmogorov-Smirnov test). In a and b, boxplots indicate mean and standard deviation of radial position per experiment. Large horizontal lines indicate mean over 3 experiments. Lines connect values from corresponding pups. (c) Standard deviation of raw radial positions in the cortical plate for E13.5- and E15.5-born neurons starting from the second day after injection. Lines indicates linear data integration, shades indicate 95% confidence interval. Scale bars: 100  $\mu\text{m}$ . *E* Embryonic day; *L* Layer; *n1,2,3* Replicate number; *P* Postnatal day.

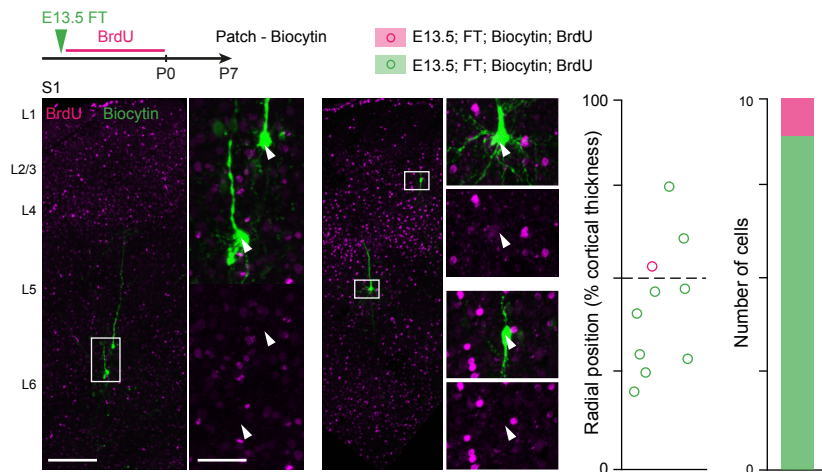

**Supplementary Figure 3. Validation of direct neurogenesis-born neuron acquisition during Patchseq.** Patch-clamp – biocytin filling of E13.5 FT<sup>+</sup>; chronic BrdU<sup>-</sup> neurons (*i.e.* AP-born neurons) in S1 shows that high-intensity FT<sup>+</sup> neurons are mostly BrdU<sup>-</sup>. Scale bar: 200  $\mu$ m (low magnifications); 50  $\mu$ m (high magnifications). *E* embryonic day; *FT* FlashTag; *L* layer; *P* Postnatal day; *S1* Primary somatosensory cortex.

How the deposited data were processed for this re-analysis (not part of the article)

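Single neurons of the mouse somatosensory cortex, labelled with FlashTag at E13.5, were collected by patch pipette at P7 and sequenced. The 49 cells are 1 condition. Because the labels name no animal, they were treated as 1 sample, and no test between cells was made.

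The authors prepared cDNA with a SMART-Seq kit for 3′ ends, sequenced it in 5 library pools, aligned the reads to GRCm38 with STAR, counted reads with HTSeq and normalized to RPM. The deposited table holds RPM, not yet log2 transformed, for 9020 genes. Each gene reaches 100 RPM in at least 2 cells, a filter that the paper's text states only for another data set, in counts. The annotation and the versions of the authors' tools are not named. The kit has no molecular identifiers, so reads are not independent molecules and all intervals cover counting error only.

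The design had been written for counts in places, while the table holds RPM. The smallest value of each cell was taken as 1 read and refined on the low values, and every value was divided by it. Of the values above 0, 100% came out within 0.01 of a whole read. On simulated cells, the reads of all 441980 values, for 9020 genes in 49 cells, were recovered. Reads were used for detection, thinning and the filter of at least 100 reads in at least 2 cells, which left 8980 genes, and RPM for levels. A log2 scale had a pseudocount of 1. The depth ranged from 209850 to 35342325 reads per cell, so that a single read stands for 4.77 RPM in the shallowest cell.

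Detection was counted from 1 read, with exact Clopper-Pearson intervals at 95%. Pairs of markers were compared with the number of cells expected if the genes were independent. The ratio of the variance on PC1 to its mean over 100 shufflings used the 80 most variable genes of Seurat's vst method, centred and scaled. On simulated cells without groups the ratio was 1.17, and with 3 planted groups 2.10. Clusters were made with Seurat from 2000 variable genes, 15 dimensions and a resolution of 1. With 3 planted groups of cells the clustering returned 2 clusters, with an adjusted Rand index of 0.462, so at 49 cells it resolves groups poorly. The test for reads exchanged between cells recovered 0.197% of reads where 0.2% was planted, and where none was planted the mean was higher for genes of the same pool in 22 of 49 cells. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, Seurat 5.3.0 and edgeR 4.0.16 were used.

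Coordinates are those of GENCODE M21 on GRCm38. Genes named are the 5 of Fig. 3e, those of marker lists fixed before the data were examined, and the 10 most variable genes by vst among those with at least 100 reads in at least 2 cells. Hbb-bt, Ttr, Tmsb4x and the leading genes of the clusters were named after their values were seen. A class was counted in a cell with at least 2 of its markers at 10 RPM or more. Of the markers listed, 8 are not in the table. Only 1 of the endothelial list (Flt1) and 1 of the apical progenitor list (Sox2) are in it, so these classes could not be counted. One further planned gene, and the pairs and the marker list that contain it, are not reported here.

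The alternatives were limits of 10 reads, 1 RPM and 10 RPM for detection, other numbers of markers or variable genes, pseudocounts of 0.1 and 10, no filter, other resolutions and dimensions, thinning, normalization to reads on nuclear genes or by edgeR's TMM, and leaving out each library pool. A limit set by the exchange of reads was chosen after seeing the data. The relation of markers to radial position was not run, because the table and labels hold no positions.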

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

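The test of exchange between cells of a library pool, over genes high in 2 cells, was written before its result was seen. The test of exchange between cells with the same IL number was also planned before, but the cells with equal means were left out of it after the values were seen. The tests for inhibitory neuron markers, glial markers, hemoglobin and Ttr, the test of shared origin, the limit at the 99th percentile of exchange and its alternatives were chosen or changed in form after the values were seen. All cells are of 1 condition, so no biological explanation was tested.

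Low read numbers of genes that the paper does not discuss follow the library pool. For 84 genes, 2 cells had at least 100 RPM and no other cell had 10 RPM. In a cell that is not one of those 2, such a gene was detected in a median of 23.3% of cases when at least 1 of the 2 was in the same library pool, and in 3.08% when neither was. The median over cells of the mean RPM was 0.315 against 0.0124, and the mean was higher for genes of the same pool in 40 of 49 cells. Exchange between cells with the same IL number in other pools would raise the mean in most cells. It was higher in 10 cells, lower in 19 and equal in 18, and 10 of 29 leaves an interval of 17.9% to 54.3%, so these values do not decide on such exchange. Over all such genes, a cell held 0.177% of the reads that the cells with at least 100 RPM in its pool held, and the 99th percentile over genes and cells was 3.73%. Both hold only for exchange that brings less than 10 RPM, since genes with more in another cell were left out. The value of 0.177% is 1 ratio over all cells and was not computed for each pool. Pool 1 weighs most in it. The reads in the cells with at least 100 RPM numbered 26954 to 32669 there, against at most 13910 in the other pools. With other cells allowed up to 20 RPM the percentile was 7.52%, up to 50 RPM 117% and up to 100 RPM 228%, where expression in the cells themselves is not separated from exchange. In the last case, with 1413 genes, another cell reached 10 RPM in 14.70% of cases with a source in its pool and in 13.53% without. The shares were 5.75% and 4.61% with other cells allowed up to 50 RPM, and 1.12% and 0.735% up to 20 RPM. In these genes, 10 RPM was thus reached only slightly more often with a source of at least 100 RPM in the pool than without. The comparison does not cover genes at 100 RPM or more in other numbers of cells, and it does not decide single values. How much exchange contributes there at 10 RPM or more stays open. The values are consistent with reads passing between cells of a pool. A shared origin of the cells of a pool goes against the design that the paper states, in which cells of different days were pooled in the same library, and a common solution during preparation stays open. The RPM of these genes was higher in the cells with fewer reads in 5 of 5 pools, which both explanations allow where such cells hold less RNA.

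At least 2 inhibitory neuron markers reached 10 RPM in 17 of 49 cells (34.7%, exact 95% interval 21.7% to 49.6%), although the paper does not report on such genes in these cells. Sst reached 5288 RPM and Lhx6 383 RPM in the same cell, and Gad1 reached 559 RPM and Gad2 807 RPM in another. Exchange leaves the cell of origin with more reads than a cell that receives them, unless most of its reads are passed on. In 5 of the 17 cells, 2 markers at 10 RPM or more had more reads than in all other cells of the pool together, which argues against exchange as their origin. For the other 12 cells it stays open. RNA of an inhibitory neuron taken up with that of an excitatory neuron would bring excitatory markers along. Of the 17 cells, 8 had fewer than 2 of Slc17a7, Neurod2 and Neurod6 at 10 RPM or more, and in 4 of them all 3 genes were under 10 RPM, with a highest value of 4.31 RPM. The cell with 5288 RPM of Sst is one of the 4. In these 4 cells, set apart after the values were seen, the values argue against such uptake. In the other 13 cells, which had at least 1 excitatory marker at 10 RPM or more, it stays open. That some of the cells collected were inhibitory neurons stays open too.

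At least 2 markers of one glial class reached 10 RPM in 29 of 49 cells (59.2%, 44.2% to 73.0%), which the paper does not report on either. These were 13 cells for astrocytes, 17 for the oligodendrocyte lineage and 9 for microglia. Aqp4 reached 1149 RPM, Olig1 1990 RPM and C1qb 2012 RPM. In 9 of the 29 cells, 2 markers of a class at 10 RPM or more had more reads than in all other cells of the pool together, which argues against exchange as their origin, and for the other 20 cells it stays open. Among the 29 cells, 21 had at least 2 of the 4 neuronal genes Snap25, Syt1, Stmn2 and Map2 at 100 RPM or more and above the 99th percentile of exchange. At 100 RPM alone, all 49 cells had at least 2 of these genes. The number 21 is thus set by the percentile, which also removes true reads of genes that many cells of a pool express. Neuronal RNA could have reached the 29 cells by exchange above that percentile or have entered the pipette from the slice. Whether the cells are glia can therefore not be told from these values.

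Hemoglobin genes made up at least 1% of the reads in 8 of 49 cells and up to 68.8% in 1 cell, where Hbb-bs alone was 48.0%. In that cell the RPM of every other gene is lowered by the share that hemoglobin takes. Hbb-bs was found in all 49 cells, with a median of 578 RPM. In 4 of the 8 cells a hemoglobin gene had more reads than in all other cells of the pool together, which argues against exchange as their origin, and for the other 4 cells exchange stays open. RNA of red blood cells in the slice is a candidate source, from the listed hemoglobin genes only, since Alas2 is not in the table.

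Ttr, a gene that the paper does not discuss, made up 8.48% of the reads of 1 cell and at least 1% in 2 cells. In 1 of these 2 cells it had more reads than in all other cells of the pool together. For the other cell, which belongs to the same library pool, exchange from the first stays open.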

How the results depend on the processing

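The limit set by the exchange of reads and the other choices of genes for it were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because all cells are of 1 condition.

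The share of cells past the quality limits stayed at 100% with mitochondrial genes counted as a share of detected genes and with cells thinned to the lowest total, and was 91.8% when a gene needed 5 reads, by construction of that limit.

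The shares of cells with a marker fell under stricter limits, as the limits require. At 10 reads they were 36.7% for Tbr1, 38.8% for Tle4, 44.9% for Bcl11b, 81.6% for Id2 and 59.2% for Cux1. At 1 RPM only the share of Bcl11b, 51.0%, left the interval of its value at 1 read. At 10 RPM the shares were 32.7%, 26.5%, 40.8%, 73.5% and 53.1% in the same order. In cells thinned to 1 depth they were 47.7% for Tbr1, 47.7% for Bcl11b and 72.7% for Cux1, while Tle4 and Id2 stayed within their intervals. With only reads above the 99th percentile of exchange within a pool, they were 22.4% for Tbr1, 24.5% for Tle4, 32.7% for Bcl11b, 44.9% for Id2 and 36.7% for Cux1. This limit also removes true reads of genes that many cells of a pool express, as Id2 is, and it may keep reads from exchange that brings 10 RPM or more, so it bounds the shares on neither side. The percentile itself rests on genes with under 10 RPM in the other cells. Leaving out each library pool in turn kept all 5 shares within their intervals.

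The largest difference between the observed and the expected share of a marker pair, a summary chosen after seeing the data, was 5.04 percentage points, for Tle4 and Bcl11b. It lay between 4.07 and 7.81 points under the 10 alternatives run, but for different pairs: 7.66 at 10 reads for Tle4 and Cux1, 6.75 at 1 RPM and 6.87 in thinned cells for Tbr1 and Bcl11b, and 4.07 with expected numbers summed over pools for Tle4 and Bcl11b. Whether pairs depart from independence was not tested. The share of cells with both Tbr1 and Tle4 fell from 42.9% to 27.0% when library pool 1, which has the most reads, was left out. The median RPM of the 5 genes stayed within the interval of the median with reads on nuclear genes and with edgeR's TMM.

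The PC1 heterogeneity ratio was 2.01 and lay between 1.74 and 2.55 under the other settings, with 1.90 to 2.81 when each library pool was left out. The number of clusters was 2, and 1 at a resolution of 0.5. The share of PC2 between library pools was 28.9%, 66.5% with a pseudocount of 0.1 and 11.9% with a pseudocount of 10. Of these, only the last lay below the 95th percentile for reassigned pools, 19.1% at that pseudocount. The cause was not tested.

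The share of cells with inhibitory neuron markers was 34.7%. It was 75.5% at 1 RPM, 16.3% at 100 RPM, 61.2% with 1 marker and 18.4% with 3 markers. The share with glial markers was 59.2%, and 79.6%, 30.6%, 91.8% and 34.7% in the same order. With reads above exchange it was 42.9%, and the share with inhibitory neuron markers was 24.5% (12 of 49 cells). The share with layer 6 corticothalamic markers was 46.9%, and 89.8% at 1 RPM, 14.3% at 100 RPM and 28.6% with reads above exchange. For layer 5 subcerebral markers it was 49.0%, and 77.6%, 22.4% and 40.8% in the same order, and for excitatory markers 71.4%, and 42.9% both at 100 RPM and with reads above exchange, with 48 of 49 cells at 1 RPM. Each of these limits admits more or fewer cells by construction.

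The depth of a cell sets the RPM that 1 read stands for. In the shallowest cell 1 read is 4.77 RPM, so a limit of 1 RPM is met there by 1 read.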

Differences from the paper's values

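The number of cells, 49, is the one that the paper states, and the largest library held 12 cells, the upper limit that the paper states. The depth that the paper predicted was 3.5 M reads for each cell. The recovered totals had a mean of 4.15 M, a median of 1.24 M and an SD between cells of 6.46 M. The mean was 10.9 M in pool 1 and at most 2.95 M in the other pools. The total was under 3.5 M reads in 34 of 49 cells (69.4%, exact 95% interval 54.6% to 81.7%). Sequenced reads that the totals behind the RPM values leave out could not be counted, so these values do not show whether the predicted depth was reached. In Fig. 3e, the Tbr1 and Tle4 panels show most cells in an intermediate shade between the minimum and the maximum of the gene. In the table, Tbr1 lay in the lowest part of 3 equal parts of its log2(RPM + 1) range in 32 of 49 cells and at 0 reads in 14, and Tle4 in 35 and at 0 reads in 20. On the RPM scale itself, 46 cells lay in the lowest part for Tbr1 and 45 for Tle4.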

Other observations

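The test of depth behind the clusters was written before its result was seen, and the other values here were described without a test.

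The 2 clusters of cells differed in reads, with a median of 3968151 and 698972 per cell, and in genes detected, with medians of 7389.5 and 5620. The leading genes of the second cluster were Gm10801, Gm10800 and Gm22567, and Hbb-bt and Col1a1 were among its first 10, chosen here by rank and not by a list fixed before. If unequal read numbers made the clusters, thinning would dissolve them. After thinning, the adjusted Rand index with the first clustering was 0.147 over 44 cells. Of the 26 cells of the first cluster 21 stayed together, and the other cluster divided into 8 and 10 cells. This index is near 0, as unequal depth predicts. Simulated cells without groups also gave 2 clusters, so any division of these cells stays uncertain. The simulated cells kept the unequal totals of the real cells, so they do not show whether depth or the method made their clusters. Depth and the method cannot be told apart here, since both would dissolve the clusters on thinning.

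A ratio of PC1 variance to that of shuffled genes, modelled on the one the paper used for progenitors, newborn and adult neurons of other data sets, was 2.01 in these neurons. The paper drew 80 cells at random 100 times for each condition, whereas all 49 cells were used once here, so the value is not on the paper's scale. PC1 held 12.1% of the variance of the 80 most variable genes, against a mean of 6.04% over 100 shufflings, whose highest value was 6.81%. Thinned cells gave 2.32.

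The 10 most variable genes were Ccl4, Ptgds, Tle4, S100a16, Cited2, Gad2, Hspb3, Thoc6, 1110017D15Rik and Gng11. Tle4, a marker of Fig. 3e, ranked 3 and Gad2, an inhibitory neuron marker, ranked 6. Ccl4 reached 21866 RPM in 1 cell, with a median of 32.4 RPM. Tmsb4x made up 17.7% of the reads of another cell.

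The neuronal genes Snap25, Syt1, Stmn2 and Map2 were at 10 RPM or more in all 49 cells, with medians of 1101, 707, 3587 and 255 RPM. Flt1, the only endothelial marker listed, reached 10 RPM in 2 cells, and Sox2, the only apical progenitor marker listed, in 6. At least 2 red blood cell markers reached 10 RPM in 47 cells. This number depends on the limit. It was 49 at 1 RPM, 27 at 100 RPM, 25 with at least 3 markers and 14 with reads above exchange.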
